A study of Homo sapiens with 12 samples.

How the data were processed

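RNA was measured in SH-SY5Y cells, a human neuroblastoma line that is widely used as a model of neurons, in 12 samples that fall into 4 groups of 3. Per the labels' protocols, cells were grown in 6-well plates with 2 mL of medium per well, each well received 10 µL of DMSO with or without a compound, and cells were lysed after 5 h. The compounds were HPPE, zinc protoporphyrin and tin protoporphyrin, each at 5 µM, and the control wells received the solvent alone. Zinc and tin protoporphyrin carry the ring system of heme with another metal in place of iron; the labels do not spell out HPPE. Libraries for mRNA sequencing were made with the MGIEasy RNA Library Prep Set, per the labels' protocols.

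The deposited table holds whole-number read counts per gene that are not normalized. The labels and the file header do not state the aligner, the genome build, the annotation, the counting program or whether strand was used in counting, so genes that share sequence with a close copy or overlap another gene are reported as uncertain, and no genomic positions are given. The table lists 60710 Ensembl gene identifiers, of which 60481 matched a symbol in a table of gene names. No column of values fell outside the 12 samples, and no row was a total or an unassigned class.

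Total counts per library ran from 1337028 to 9145399. A count of 3 was taken as the floor below which a gene was not distinguished from absence; this covers counting error only, since the reads carry no molecular identifiers. A fold against a group whose libraries were all at or under this floor is given as a lower bound computed from the floor. CPM values (counts scaled to a library of 1e6) were computed from the deposited counts with library sizes scaled by the trimmed mean of M values (TMM).

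Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, which left 16366 genes holding 99.6% of all counts. One model with a mean per group was fitted to all 12 libraries (estimateDisp and glmQLFit with robust estimation), and 6 comparisons were tested with glmQLFTest, two-sided. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. Errors of log2 fold changes are standard errors derived from the quasi-likelihood F statistic, and errors of CPM values are SD over 3 libraries. The biological coefficient of variation was 0.0913.

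Before the data were examined, 10 lists of genes known to answer to NRF2, BACH1, heme and iron, metals, heat shock, ATF4, HIF, the aryl hydrocarbon receptor, the circadian clock and cholesterol supply were written down. They were tested in 4 comparisons with camera from limma 3.58.1 with its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 10 lists, and with fry beside it. The genes named were fixed by rule at the same time. They are the listed genes together with NFE2L2, BACH1 and KEAP1, with HMOX1 first; for each compound against the control, the 5 largest increases and the 5 largest decreases among called genes whose replicate CPM values did not overlap between the groups and whose mean CPM was at least 1 in one group; and, between compounds, the 3 largest each way by the same criteria. Genes outside this rule are marked in the text as chosen after their values were seen. Some genes are not reported here.

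The alternatives fixed beforehand were no filter beyond 1 count in total, a filter of 1 CPM in 3 libraries, RLE size factors, unscaled library sizes, DESeq2 1.42.0 (Wald test), a fit of the compared groups only, non-robust estimation, the replicate number as a block, and the removal of each library in turn. For the lists they were fry, camera with an estimated correlation, the block, unscaled library sizes and the removal of each library. Chosen after seeing the data were a correction of each library's trend on transcript length and GC content, a library axis as a term in the model, and HPPE replicates 2 and 3 summed as 1 library. Lengths and GC content came from the longest transcript of each gene in GENCODE release 29, which need not be the annotation the authors used; 16185 of the 16366 tested genes (98.9%) had a value. The trends were lowess curves (span 0.3) of each library's deviation from the gene mean in log2 CPM, first on length and then on GC content. The library axis was the first principal component of the deviations of log2 CPM from the group means over 10972 genes with a mean log2 CPM above 3. Its score in each library entered the model as a covariate.

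The procedures were tested on simulated negative binomial counts for the 16366 genes with 200 genes changed. In 5 simulations without a library axis, the main model recovered 84.4% of 2-fold changes with 5.59% false calls, and 53.5% of 1.5-fold changes with 8.7% false calls. In simulations with a library axis of the measured size placed at random over the libraries, the number of false calls reached 3730 in one of the 5 runs with 1.5-fold changes; the model with the axis as a term made at most 16 false calls in those runs and recovered 69.3% of the changes. The length and GC correction made up to 1679 false calls in one of those runs and recovered 53.5% of the changes. With 2-fold changes and that axis, the main model made 0 false calls and recovered 71.6% of the changes. The length and GC correction then made at most 8 false calls and recovered 77.5%. With that axis and no gene changed, the main model also made 0 false calls in 5 runs. The axis was drawn anew in each run, so the difference in false calls between 1.5-fold and 2-fold runs need not come from the fold. Those simulations held a single axis unrelated to the groups. In 5 further simulations, camera and fry each found a list raised 1.5-fold in all 5 and called 0 and 1, respectively, of 45 unchanged lists. These lists were random sets of genes simulated independently of each other, without a library axis. They do not measure false calls for lists of correlated genes in the real libraries.

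Of the 12 pairs of libraries within a group, HPPE replicates 2 and 3 were the most alike (chi-square per gene 1.11, against 1.49 to 17.4 in the others) and were kept as separate replicates because the labels list them so. The counts cannot tell separate wells from 2 libraries of one well; if they came from one well, HPPE would have 2 independent replicates, and the fit with these libraries summed applies. For the comparison of the 3 responses, 100 sets of unchanged groups sharing one set of controls were simulated with the real library sizes, means and dispersions, and 100 more with the library axis added. No sample was left out.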

Results

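The series was collected to profile the response of SH-SY5Y neuroblastoma cells to HPPE, zinc protoporphyrin and tin protoporphyrin in a study of compounds that activate NRF2, the transcription factor encoded by NFE2L2 that raises antioxidant and detoxifying genes. Each compound was given at 5 µM for 5 h and set against the solvent DMSO, with 3 libraries per group. Depth was uneven. The DMSO control libraries held 7865547, 7621982 and 1514595 counts, and the HPPE libraries 8002766, 8578158 and 3141853. The zinc protoporphyrin libraries held 1337028, 7855473 and 8540540 counts, and the tin protoporphyrin libraries 8329735, 9145399 and 6986518. A count of 3 corresponded to 0.337 CPM in the deepest library (tin protoporphyrin 2) and to 2.26 CPM in the shallowest (zinc protoporphyrin 1), so genes near 1 CPM were poorly measured in the shallow libraries. Between 19361 and 29427 genes had at least 1 count.

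Libraries of one group differed from each other along a common trend. Across 10952 expressed genes, the Spearman correlation between a library's deviation from the gene mean and transcript length ran from -0.54 in tin protoporphyrin 1 to 0.57 in zinc protoporphyrin 3; genes are not independent replicates, and these values describe each library. The 3 HPPE libraries averaged -0.34 ± 0.21 (SD, n = 3) and the 3 zinc protoporphyrin libraries 0.39 ± 0.17, whereas the DMSO control libraries (0.06 ± 0.46) and the tin protoporphyrin libraries (-0.07 ± 0.54) spread over both signs. A comparison of HPPE with zinc protoporphyrin therefore carried this trend along with the compounds. Its log2 fold changes correlated with length at -0.53, and the other comparisons carried the trend too. The correlation was 0.52 for zinc against tin protoporphyrin and -0.31 for HPPE against tin protoporphyrin. Against DMSO it was -0.37 for HPPE, 0.35 for zinc protoporphyrin and -0.17 for tin protoporphyrin.

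**Figure D1:**
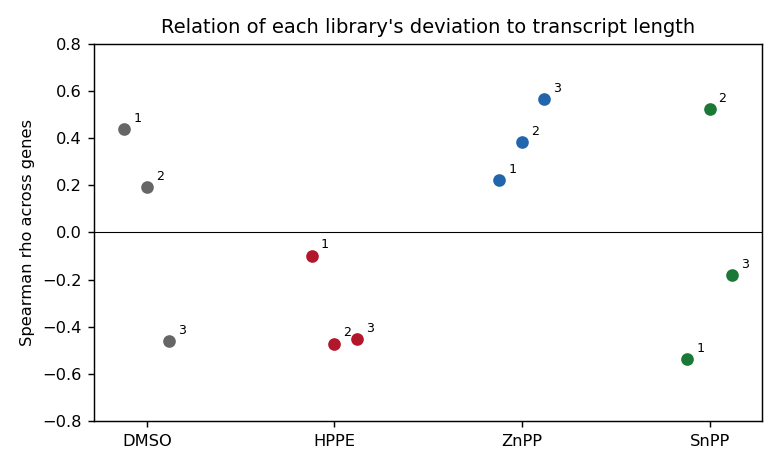
Spearman correlation, across genes, of each library's deviation from the gene mean (log2 CPM) with transcript length, for the 12 libraries by group, with replicate numbers beside the points. All 3 HPPE libraries lie below 0 and all 3 zinc protoporphyrin libraries (ZnPP) above 0, while DMSO and tin protoporphyrin (SnPP) libraries lie on both sides.

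HMOX1 (ENSG00000100292.18), which encodes the inducible heme oxygenase and is a target of NRF2, was examined first. Its normalized count was 5.9 ± 1.57 CPM in the DMSO control (SD, n = 3), 351.5 ± 17.6 CPM with HPPE, 47.0 ± 19.2 CPM with zinc protoporphyrin and 7.38 ± 0.53 CPM with tin protoporphyrin. With HPPE the log2 fold change over the control was 6.04 ± 0.22 (SE), a 65.9-fold increase with an adjusted p of 2.6e-11. With zinc protoporphyrin it was 2.97 ± 0.24, a 7.81-fold increase (adjusted p 4.05e-06). With tin protoporphyrin it was 0.47 ± 0.29 (adjusted p 0.487), so no change was detected. The compounds also differed from each other in HMOX1. The log2 fold change was 3.08 ± 0.17 for HPPE against zinc protoporphyrin (adjusted p 1.49e-08), 5.57 ± 0.19 for HPPE against tin protoporphyrin (1.17e-11) and 2.49 ± 0.21 for zinc against tin protoporphyrin (2.04e-05). Within the zinc protoporphyrin group the count fell from 67.8 CPM in replicate 1, the shallowest library, to 43.3 and 29.8 CPM in replicates 2 and 3, each above every control library. No alternative processing changed the call or direction of HMOX1 in any of the 6 comparisons.

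**Figure D2:**
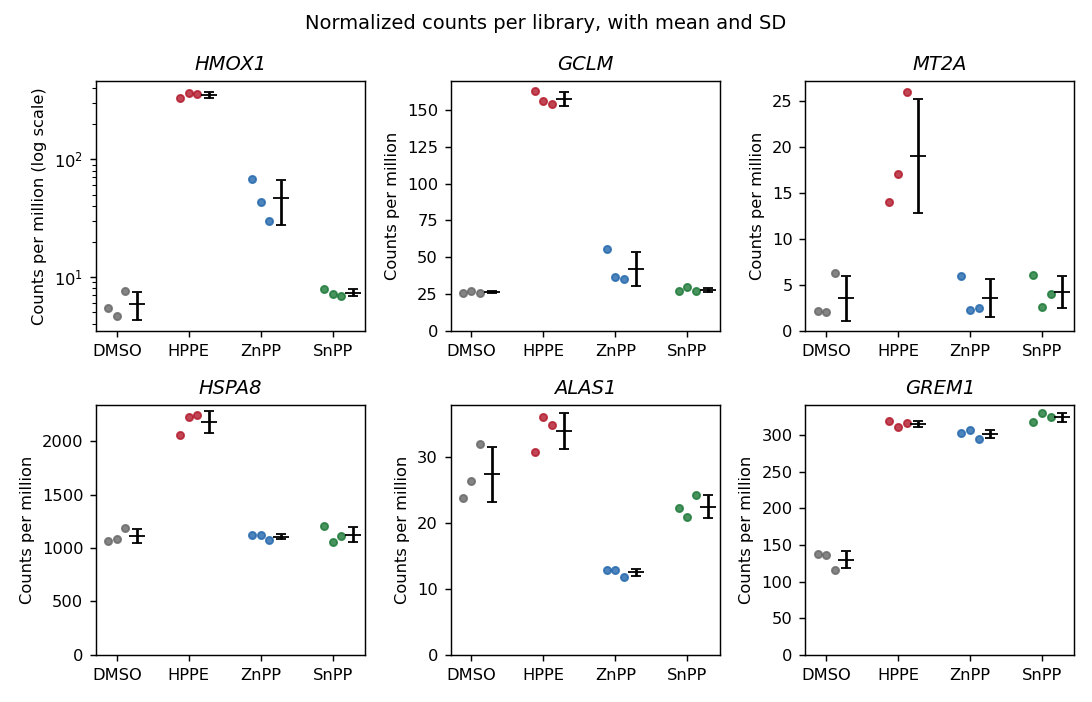
Normalized counts (CPM) of 6 genes in each library, with replicates 1 to 3 from left to right and the mean and SD of the group (n = 3) beside them; the HMOX1 axis is logarithmic. HMOX1 averaged 351.5 CPM with HPPE and 47.0 CPM with zinc protoporphyrin (ZnPP), against 5.9 CPM in DMSO and 7.38 CPM with tin protoporphyrin (SnPP).

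The comparison of HPPE with the DMSO control asked which genes HPPE changed. Of 16366 genes tested, 421 were higher and 241 lower at an adjusted p under 0.05; 125 rose and 17 fell at least 2-fold. A library axis as a term in the model, chosen after seeing the data, gave 1002 higher and 804 lower genes and kept 661 of the 662 calls. HPPE replicates 2 and 3 were more alike than any other 2 libraries of the same group, and with these summed as 1 library, also chosen after seeing the data, there were 285 higher and 99 lower genes. The lower set depended on single libraries. It was 66 genes without DMSO control replicate 1, 69 without HPPE replicate 2 and 475 without DMSO control replicate 3, and the higher set was 215 without HPPE replicate 2 and 559 without DMSO control replicate 3.

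All 22 tested genes of the NRF2 list were higher with HPPE (median log2 fold change 0.88, camera adjusted p 1.28e-115). Of these, 18 were called over all genes tested and 21 when adjusted over the list alone. After HMOX1, the steepest of the genes examined in this list were OSGIN1 at 3.64 ± 0.19, SLC7A11 at 3.51 ± 0.27, GCLM at 2.58 ± 0.12 and NQO1 at 2.51 ± 0.15 on the log2 scale (adjusted p at most 4.01e-07). TXNRD1 rose from 235.3 ± 17.8 to 806.1 ± 35.4 CPM, a log2 fold change of 1.77 ± 0.09 (adjusted p 2.65e-09). Among the regulators, KEAP1 rose by 0.42 ± 0.09 (adjusted p 0.0145, up to 0.127 under other settings), whereas NFE2L2 (0.29 ± 0.10, adjusted p 0.109) and BACH1 (0.25 ± 0.12, adjusted p 0.291) were not called. BACH1 was called with the library axis as a term (0.42, adjusted p 2.69e-05), and NFE2L2 was not called under any alternative.

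The BACH1 list, which shares genes with the NRF2 list, was higher as well, with 12 of 13 genes up and 11 called. All 14 heat shock genes were higher (median 0.73, camera adjusted p 1.94e-34), with 10 called over all genes and 13 when adjusted over the list alone. HSPA8 rose from 1112 ± 65.3 to 2178 ± 102 CPM, a log2 fold change of 0.97 ± 0.08 (adjusted p 1.34e-06). HSPA1A and HSPA1B rose by 1.80 ± 0.14 and 1.502 ± 0.18, but they are near-identical copies and the division of reads between them is uncertain. All 6 tested genes of the metal list were called higher. MT2A rose from 3.58 ± 2.43 to 19.0 ± 6.2 CPM, a log2 fold change of 2.77 ± 0.36 (adjusted p 0.000156). SLC30A1, a zinc exporter, rose by 0.84 ± 0.12 (adjusted p 0.000463). MT1E, MT1F and MT1X had log2 fold changes from 2.70 to 4.01, and MT1G was at or under the floor in every control library and was at least 3.58-fold higher; reads of the metallothionein genes could be divided among copies. MT1G was not called in 3 of its alternative fits.

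In all, 9 of the 10 lists were called higher with HPPE; the exception was the circadian clock list (adjusted p 0.726). Under fry, 8 of these held (not ATF4, adjusted p 0.216). Under camera with an estimated correlation 5 were called, and the heme and iron, ATF4, HIF and cholesterol lists were not. The aryl hydrocarbon receptor list had only 3 tested genes, a median of -0.14 and 1 call, NQO1, which is also in the NRF2 list.

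By the rule for the largest changes, MALL, HTRA3, HMOX1, MT1G and PHLDA2 rose most with HPPE. MALL and HTRA3 had no count in any control library and were at least 3.58-fold and 3.21-fold higher, with adjusted p-values of 0.00119 and 0.000271. PHLDA2 was at least 1.39-fold higher (adjusted p 0.0192) and was not called in 4 of its alternative fits. The largest decreases were in C22orf15, SUPT20HL2, WFIKKN1, HRH2 and TMEM26, all under 5 CPM in the control. C22orf15 was at or under the floor in every HPPE library and was at least 2.51-fold lower (adjusted p 0.0173). The log2 fold changes of the other 4 ran from -2.17 to -1.62, and each of the 5 decreases lost its call under at least 2 of the alternatives.

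The comparison of zinc protoporphyrin with the DMSO control gave 301 higher and 68 lower genes, of which 115 and 4 changed at least 2-fold. With the library axis as a term there were 827 and 649, and 368 of the 369 calls were kept. The counts fell to 71 higher and 1 lower without DMSO control replicate 2, and to 84 and 3 without zinc protoporphyrin replicate 3. Beside HMOX1, one other gene of the NRF2 list was called. GCLM rose from 26.3 ± 0.78 to 42.4 ± 11.5 CPM, with a log2 fold change of 0.56 ± 0.13 (adjusted p 0.0311, up to 0.127 under other settings, 6 of which lost the call). Camera called 4 lists. The NRF2 list (adjusted p 0.000758, 14 of 22 genes higher, 6 called when adjusted over the list alone) and the BACH1 list (0.000361, 8 of 13) were higher, but neither was called when HMOX1 was left out (adjusted p 0.075 for both), while the fall of the heme and iron list then had an adjusted p of 0.000272 by camera and 0.0946 by fry. The cholesterol list was higher (0.000483, 11 of 13) and the heme and iron list lower (0.023, 20 of 23). Under fry the BACH1 and cholesterol lists kept their calls (adjusted p 0.0409 for both), and the circadian clock list was called as well (0.0409). With HMOX1 left out, fry called 0 lists. Its adjusted p was then 0.184 for the BACH1 list and 0.0613 for the cholesterol and circadian clock lists. Under camera with an estimated correlation 0 lists were called.

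ALAS1, which encodes the first enzyme of heme synthesis, was among the largest decreases with zinc protoporphyrin. It fell from 27.3 ± 4.15 to 12.5 ± 0.59 CPM, a log2 fold change of -1.08 ± 0.14 (adjusted p 0.000329), and kept its call under every alternative. The next enzyme gene of the pathway, ALAD, had a log2 fold change of -0.52 ± 0.12 (adjusted p 0.0286, up to 0.161), and 8 alternatives lost its call. ALAS1 was not called with HPPE (0.36 ± 0.12, adjusted p 0.107, and 0.0414 without DMSO control replicate 3) or tin protoporphyrin (-0.23 ± 0.12, adjusted p 0.40). No change of the metal list was detected with zinc protoporphyrin (5 of 6 genes higher, median 0.12, camera adjusted p 0.651), and none of its 6 genes was called.

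Apart from HMOX1, the largest increases with zinc protoporphyrin were in SIRPG, MALL, SIRPG-AS1 and PCBP3-AS1, at 2.26 to 3.43 CPM. SIRPG, MALL and PCBP3-AS1 were at or under the floor in every control library and were at least 2.72-fold, 2.5-fold and 3.07-fold higher; MALL lost its call under 5 alternatives and PCBP3-AS1 under 2. SIRPG-AS1 rose by 3.25 ± 0.40 on the log2 scale (adjusted p 0.000244). Because strand use in counting is not stated, reads of SIRPG and SIRPG-AS1, or of PCBP3-AS1 and the gene opposite, could be counted for either. Beside ALAS1, the largest decreases were in HGFAC (-1.44 ± 0.30), COMMD3 (-1.19 ± 0.26), HDHD3 (-1.05 ± 0.23) and SMIM10L2A (-0.96 ± 0.23). Each of these 4 lost its call under at least 4 alternatives.

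Tin protoporphyrin against the DMSO control gave 311 higher and 62 lower genes, of which 92 and 0 changed at least 2-fold. With the library axis as a term there were 1246 and 1019, and all 373 calls were kept; a fit of the compared groups only gave 127 and 4. Without DMSO control replicate 2 there were 137 higher and 9 lower genes, and without tin protoporphyrin replicate 2 there were 390 and 237. The NRF2 list was not called (median 0.07, camera adjusted p 0.358), and none of its 22 genes was. Only the cholesterol list was called, with 13 of 13 genes higher, 6 called over all genes and 10 when adjusted over the list alone (median 0.34, camera adjusted p 5.68e-14). It held under fry (0.00502) and was not called by camera with an estimated correlation. INSIG1 rose by 0.84 ± 0.11 (adjusted p 0.00023) and HMGCS1 by 0.65 ± 0.09 (0.000292). In other lists, GDF15 rose by 1.42 ± 0.23 with tin protoporphyrin (1 alternative lost the call) and by 1.63 ± 0.23 with HPPE. NPAS2 rose by 0.93 ± 0.21 with tin and 0.96 ± 0.22 with zinc protoporphyrin, calls that 4 and 5 alternatives lost.

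The largest increases with tin protoporphyrin were in MALL, SIRPG, SIRPG-AS1, IL7R and LIF. MALL, SIRPG and IL7R were at least 3.02-fold, 1.27-fold and 1.93-fold higher than controls at the floor, and lost their calls under 1, 2 and 2 alternatives. SIRPG-AS1 rose by 3.13 ± 0.39, with the same doubt about strand. LIF rose from 0.998 ± 0.765 to 6.31 ± 1.298 CPM (log2 fold change 2.77 ± 0.43, adjusted p 0.0012), and its log2 fold change ran from 2.02 without DMSO control replicate 1 to 4.15 without replicate 2. The largest decreases were in ZNRF2P2, KIT, ADORA2A-AS1, LDLRAD4 and PAIP2B, with log2 fold changes from -0.95 to -0.89. LDLRAD4 fell from 25.6 ± 3.4 to 14.2 ± 2.18 CPM (adjusted p 0.00127) and was the one of these 5 that kept its call under every alternative. ZNRF2P2 is a pseudogene and ADORA2A-AS1 an antisense gene, so both are uncertain.

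The responses to the 3 compounds overlapped. Of the genes called against the control, 131 were shared in the same direction by HPPE and zinc protoporphyrin, 197 by HPPE and tin protoporphyrin and 186 by zinc and tin protoporphyrin; 108 were called in all 3 comparisons, 100 of them higher and 8 lower. The comparisons share the same control libraries, and in 100 simulations of unchanged groups sharing controls the number called in all 3 was 0. With the library axis added to the simulations it reached 14. The overlap of HPPE with zinc protoporphyrin alone reached 131 in 2 of those 100 simulations, with a maximum of 2031. These simulations placed the axis scores at random over the libraries. In the data all 3 HPPE scores were negative and all 3 zinc protoporphyrin scores positive. The simulated overlaps therefore do not measure how secure this pair is. The main model called 1 gene in opposite directions for this pair. With the axis as a term, 596 genes were shared in the same direction and 15 were opposite. The correlation of log2 fold changes across all 16366 genes was 0.33 for HPPE and zinc protoporphyrin, 0.59 for HPPE and tin protoporphyrin and 0.71 for zinc and tin protoporphyrin. Unchanged groups sharing controls gave 0.49 to 0.54, 0.54 to 0.58 and 0.52 to 0.56 in the same order, so the first value lay below and the others above what shared controls alone gave. With the library axis added the simulated values ran from -0.16 to 0.89, and none of the 3 correlations lay outside them. GREM1, chosen after its values were seen, illustrates the shared genes. It rose from 129.7 ± 11.7 CPM to 314.9 ± 4.2 CPM with HPPE, 301.3 ± 5.92 CPM with zinc protoporphyrin and 324.3 ± 6.14 CPM with tin protoporphyrin. The corresponding log2 fold changes were 1.26 ± 0.08, 1.20 ± 0.08 and 1.31 ± 0.08 (adjusted p at most 3.97e-07).

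**Figure D3:**
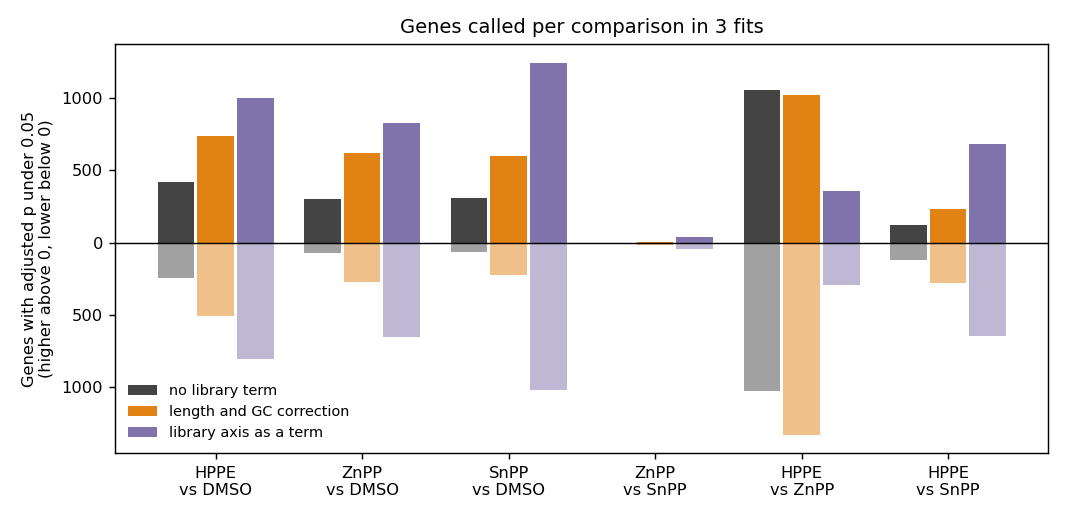
Number of genes with an adjusted p under 0.05 in each comparison, higher above and lower (paler) below 0, in the model without a library term, with the length and GC correction and with the library axis as a term. Against DMSO the corrected models call more genes, such as 1002 higher with HPPE against 421, whereas HPPE against zinc protoporphyrin (ZnPP) drops from 1054 higher and 1024 lower to 356 and 289 with the axis; SnPP is tin protoporphyrin.

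Zinc and tin protoporphyrin, which differ in their metal, were compared directly. HMOX1 was the only gene called higher with zinc protoporphyrin, and 0 genes were called lower, while 2176 genes had an unadjusted p under 0.05. ALAS1 had a log2 fold change of -0.86 ± 0.13 and an adjusted p of 0.0533, which 6 alternatives brought under 0.05 (range 3.9e-05 to 0.896). The count depended on tin protoporphyrin replicate 2: without it, 777 genes were higher and 676 lower. It also depended on the processing with all libraries kept. There were 38 higher and 41 lower genes with the library axis as a term, and 5 and 17 with the length and GC correction. Without a filter there were 70 and 200. The other settings called at most 1 gene each way. Camera called the NRF2 and BACH1 lists higher (adjusted p 0.00134 and 0.00039) and the cholesterol list lower in 13 of 13 genes (0.00039). Without tin protoporphyrin replicate 2 camera called 1 list. Fry and camera with an estimated correlation called 0 of these, and without HMOX1 the NRF2 and BACH1 lists were not called by camera (0.295 and 0.353). The heme and iron list, not called with HMOX1 (0.443), was then called lower by camera (0.00545) and not by fry (0.562).

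HPPE differed from zinc protoporphyrin in 1054 higher and 1024 lower genes, more than any comparison with the control in this model. The called genes divided by transcript length, with a median of 2637.5 nucleotides for the higher and 5984 for the lower genes, against 3327 for all tested genes. With the library axis as a term, 356 were higher and 289 lower, and 460 of the 2078 calls were kept. With HPPE replicates 2 and 3 summed as 1 library there were 252 and 206. Without zinc protoporphyrin replicate 3 there were 100 and 73. HTRA3, MT1E and HMOX1 were highest with HPPE. HTRA3 was at least 2.88-fold higher and lost its call under 1 alternative (adjusted p 0.0582). MT1E had a log2 fold change of 3.38 ± 0.50 (adjusted p 0.00102), with reads possibly divided among metallothionein copies. OGN and the unnamed loci ENSG00000235020.5 and ENSG00000239291.1 were lowest. OGN and ENSG00000239291.1 had log2 fold changes of -3.05 ± 0.95 and -2.90 ± 0.75, and ENSG00000235020.5, at the floor in every HPPE library, was at least 2.86-fold lower. These calls were lost under 8, 6 and 3 alternatives in that order. HPPE replicate 1 was the only HPPE library with counts of OGN or ENSG00000239291.1. Without it their log2 fold changes were -6.55 and -6.40, and with the library axis as a term -1.32 and -2.03. MT2A was higher than with zinc protoporphyrin by 2.70 ± 0.35 (adjusted p 0.000366). With the library axis as a term, the log2 fold changes of MT2A and MT1E fell to 1.65 and 2.30. Both genes kept their calls under every alternative that gave a value.

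HPPE against tin protoporphyrin gave 122 higher and 116 lower genes. With the library axis as a term there were 682 and 648, and all 238 calls were kept. With HPPE replicates 2 and 3 summed there were 70 and 49. Without HPPE replicate 2 there were 54 and 37, and without tin protoporphyrin replicate 1 there were 166 and 176. Beside HMOX1, the largest increases were in HTRA3 and MT1G, at least 7.85-fold and 8.76-fold higher than tin protoporphyrin libraries at the floor; MT1G lost its call under 6 alternatives. The largest decreases were in ERVFRD-1 (-2.81 ± 0.63), ENSG00000176349.11 (-2.04 ± 0.47) and HRH2 (-2.01 ± 0.42), all under 3 CPM and each without a call under at least 5 alternatives.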

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

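The length and GC correction, the library axis as a term and the summing of HPPE replicates 2 and 3 were chosen after seeing the data; the other alternatives were fixed beforehand. RLE size factors and non-robust estimation left all 12 counts of genes within 1.5 times their values in the report. The causes of the changes below were not tested, except where fewer libraries or more genes enter by construction.

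Without a filter, 38574 genes were tested. HPPE against DMSO then gave 374 lower genes, zinc protoporphyrin against DMSO 570 higher and 334 lower, zinc against tin protoporphyrin 70 higher and 200 lower, HPPE against zinc protoporphyrin 1781 higher, and HPPE against tin protoporphyrin 255 lower. The filter of 1 CPM and DESeq2 each called 1 gene lower between zinc and tin protoporphyrin, where the report has 0. Unscaled library sizes gave 40 lower genes for tin protoporphyrin against DMSO. Fits of the compared groups only gave 36 lower genes for zinc protoporphyrin against DMSO, 127 higher and 4 lower for tin protoporphyrin against DMSO, 2227 higher and 2040 lower for HPPE against zinc protoporphyrin, and 55 lower for HPPE against tin protoporphyrin.

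The replicate numbers did not pair the samples: deviations of libraries with the same number correlated at -0.37 to 0.27, and 4 of the 18 pairs exceeded 0.1. With the number as a block, HPPE against DMSO gave 118 lower genes, zinc protoporphyrin against DMSO 124 higher and 9 lower, tin protoporphyrin against DMSO 191 higher and 18 lower, HPPE against zinc protoporphyrin 390 higher and 368 lower, and HPPE against tin protoporphyrin 78 higher and 61 lower. The block moved no count of lists by more than 1.5 times.

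The length and GC correction gave 741 higher and 506 lower genes for HPPE against DMSO, 623 and 269 for zinc protoporphyrin, 600 and 223 for tin protoporphyrin, 5 and 17 for zinc against tin protoporphyrin, and 235 and 276 for HPPE against tin protoporphyrin. For HPPE against zinc protoporphyrin it moved the split of calls to 1022 higher and 1328 lower. The library axis as a term gave 1002 and 804, 827 and 649, and 1246 and 1019 in the comparisons with DMSO in the same order, 38 and 41 for zinc against tin protoporphyrin, 356 and 289 for HPPE against zinc protoporphyrin, and 682 and 648 for HPPE against tin protoporphyrin. The number of genes called for all 3 compounds rose from 108 to 259 and 523 under these corrections, and 107 of the 108 were kept under each. With HPPE replicates 2 and 3 summed, there were 99, 33 and 37 lower genes against DMSO for HPPE, zinc and tin protoporphyrin, 252 higher and 206 lower for HPPE against zinc protoporphyrin, and 70 higher and 49 lower for HPPE against tin protoporphyrin.

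Across the 6 fits that each left out one library, HPPE against DMSO ranged from 215 to 559 higher and 66 to 475 lower genes, zinc protoporphyrin against DMSO from 71 to 217 and 1 to 53, and tin protoporphyrin against DMSO from 137 to 390 and 9 to 237. Zinc against tin protoporphyrin ranged from 1 to 777 higher and 0 to 676 lower; the high values came without tin protoporphyrin replicate 2. HPPE against zinc protoporphyrin ranged from 100 to 1035 and 73 to 896, and HPPE against tin protoporphyrin from 54 to 166 and 37 to 176. Lists called ranged from 1 to 4 for zinc against tin protoporphyrin.

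Fry called 0 lists between zinc and tin protoporphyrin. Camera with an estimated correlation called 5 lists for HPPE and 0 for zinc protoporphyrin, for tin protoporphyrin and between the protoporphyrins. Of 77 gene results named in the text, 40 kept direction and call under every alternative that gave a value, and no direction reversed; over 1286 alternative values, 152 lost and 8 gained a call. Of 17 list results, 5 kept theirs and 26 of 204 values lost the call. Depth limits the genes near 1 CPM most: in zinc protoporphyrin 1 and DMSO control 3, a count of 3 stood for 2.26 and 1.91 CPM.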

Other observations

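The fits of HMOX1 without any one library were fixed beforehand. All other tests below were chosen only after the results were seen.

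The libraries of a group differed mainly along one axis, called the library axis here. The first component of the deviations from the group means held 52.7% of the within-group variation. Its scores ran from -1.72 (DMSO control 3) to 0.90 within the DMSO control and from -1.01 to 1.09 within the tin protoporphyrin group, but were negative in all 3 HPPE libraries and positive in all 3 zinc protoporphyrin libraries. Across 10952 genes its loading correlated with transcript length (Spearman rho 0.63), gene span (0.52) and GC content (-0.36), and all 16 mitochondrial genes had positive loadings. An axis was also learned from the groups that take no part in a comparison, with its overall sign set to match that comparison. For HPPE against tin protoporphyrin it gave the direction of 60.92% of the calls. The share was 62.38% for the 10972 genes with a mean log2 CPM above 3. For HPPE against zinc protoporphyrin the axis came from the DMSO and tin protoporphyrin libraries alone. It gave the direction of 90.04% of the 2078 calls, against 77.5% of those 10972 genes. The length and GC trend is not the whole cause, since 71.85% of the calls were kept under that correction, whereas 460, or 22.1%, were kept with the axis as a term. Most of these calls may thus reflect variation that also runs between wells given the same treatment, such as RNA integrity, recovery of long transcripts or cell state. The compounds remain an open explanation for the part along the axis, because the axis and these groups overlap.

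The calls were also set against other divisions of the same libraries. With 3 libraries against 3, the 10 possible splits cannot give a share under 0.1. As many genes were called in 1 of the 10 splits for HPPE against DMSO, 1 for zinc protoporphyrin against DMSO, 2 for tin protoporphyrin against DMSO, 2 for zinc against tin protoporphyrin, 1 for HPPE against zinc protoporphyrin and 2 for HPPE against tin protoporphyrin, the real split included. The highest other split gave 681 calls in the libraries of HPPE and DMSO, against 777 for the real one in a fit of these libraries. It gave 1465 calls in the libraries of tin protoporphyrin and DMSO, 2100 in those of zinc and tin protoporphyrin and 211 in those of HPPE and tin protoporphyrin, and 0 in the remaining comparisons. Each of these splits with calls set the 3 highest libraries on the axis against the 3 lowest. In HPPE and DMSO it set DMSO control 1 and 2 and HPPE 1 against the others. Their scores were 0.90, 0.29 and -0.07, against -1.72, -0.88 and -1.02. The split of this form in zinc protoporphyrin and DMSO gave 0 calls. For HPPE against zinc protoporphyrin the real split has this form, so its count cannot separate the compounds from the axis. No split was fitted with the axis as a term. As many lists were called in 1 of 10 splits for HPPE, 4 for zinc protoporphyrin, 6 for tin protoporphyrin and 3 for zinc against tin protoporphyrin. In HPPE and DMSO the highest other split gave 6 lists, against 9 for the real one. For zinc and for tin protoporphyrin with DMSO it gave 6 against 4 and 2 against 1. Between zinc and tin protoporphyrin it gave 5 against 3.

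A shared response to all 3 compounds was less open to technical explanations. The 108 genes called in all 3 comparisons stood against at most 14 in simulated unchanged groups sharing controls. The length and GC correction and the library axis each kept 99.1% of them. When the 9 compound libraries were set against the 3 controls, 229 genes were called; 4 of 100 splits of the 12 libraries, the real one included, gave as many. The other 3 were HPPE 1, 2 and 3 against the rest, with 317, and libraries from the ends of the axis: DMSO control 1, zinc protoporphyrin 3 and tin protoporphyrin 2, with 1016, and HPPE 2 and 3 with tin protoporphyrin 1, with 874. Not every split at an end of the axis gave many calls. DMSO control 3, the lowest on the axis (score -1.72), gave 2 calls together with HPPE 2 and 3. Genes called for one compound with 2 of the control libraries were measured in another compound against the control left out. They kept their sign in a larger share than all genes in 18 of 18 tests, with shares of 44.8% to 100% for calls and 39.25% to 66.3% for all genes. A list of actin and serum response genes, written after the top genes had been seen, was higher with each compound: 18, 11 and 16 of its 22 tested genes were called with HPPE, zinc and tin protoporphyrin (median log2 fold changes 0.73, 0.60 and 0.74), so its test is not independent evidence. Control wells handled unlike the compound wells cannot be told apart from a common effect of these compounds, since no well with another inert compound is among the samples.

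HMOX1 set zinc apart from tin protoporphyrin. Its log2 fold change was at least 2.30 without any one library and at least 2.65 in the fits with the length and GC correction or the library axis, which argues against one library or a library trend. The NRF2 and BACH1 lists called for zinc protoporphyrin lost their calls without it (adjusted p 0.075 for both), but HMOX1 was not the only gene that rose. Of the other 21 genes of the NRF2 list, 5 were higher when adjusted over the rest of the list alone, and 1 to 4 with the axis as a term or without any one library, GCLM in each of these fits. Over all genes tested, none of the 5 was called between zinc and tin protoporphyrin (adjusted p 0.35 to 0.84). With tin protoporphyrin, SLC7A11, SRXN1, OSGIN1 and SQSTM1 had uncalled log2 fold changes of 0.59, 0.68, 0.58 and 0.22, and GCLM 0.08. In zinc protoporphyrin 1, the shallowest library, SLC7A11 was at 41.4 CPM, against 12.82 and 12.75 CPM in replicates 2 and 3. With zinc protoporphyrin HMOX1 rose while ALAS1 fell, as a response to heme would give. This is a hypothesis. ALAD fell too, a call that 8 alternatives lost. Its log2 fold change was -0.30 with tin protoporphyrin (not called), and it was not called between zinc and tin protoporphyrin (adjusted p 0.41). A fall of the whole heme and iron list was tested on its other 20 genes with the axis as a term: 14 were lower, the median was -0.07 and camera gave p 0.114. Without the axis 18 were lower, the median was -0.13, and camera gave p 0.0026 and fry 0.0849. Whether the rest of the list fell stays open.

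HPPE raised metallothionein and heat shock genes beside the NRF2 list. Reads moving between copies would leave the sums unchanged, but the summed metallothionein family rose by 2.997 ± 0.40 on the log2 scale (adjusted p 0.00022) and the sum of HSPA1A and HSPA1B by 1.64 ± 0.15 (2.69e-06). Which copies rose stays open. No rise of metallothioneins was detected with zinc protoporphyrin, which carries zinc; the labels do not give the composition of HPPE, so a metal in it stays open. The sum changed by 0.11 ± 0.53 with zinc protoporphyrin, with an upper 95% limit of 1.15 against a lower limit of 2.21 for HPPE, and was 2.88 ± 0.40 higher with HPPE than with zinc protoporphyrin (adjusted p 0.000577). In this fit a rise of the HPPE size with zinc protoporphyrin at 5 h lies outside these limits. The sum varied widely between libraries, at 9.077 ± 7.789 CPM with zinc protoporphyrin and 7.585 ± 5.592 CPM in DMSO (SD, n = 3). It was not fitted with the library axis as a term. Smaller rises remain possible, and zinc inside the cells was not measured. With the library axis as a term, MT2A was 1.65 higher with HPPE than with zinc protoporphyrin, against 2.70 without that term. SLC39A10, a zinc importer singled out after its value was seen, fell from 79.6 ± 14.8 to 40.9 ± 3.41 CPM with HPPE (log2 fold change -1.02 ± 0.11, adjusted p 2.34e-05) and was lower than with zinc protoporphyrin (-1.02 ± 0.11, adjusted p 4.94e-05). No explanation of this was tested.

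TH, which encodes tyrosine hydroxylase, had 5 counts over all 12 libraries and at most 0.25 CPM in any, while other genes of noradrenergic cells were abundant: DBH at 333.2 ± 10.9 CPM, GATA3 at 649.9 ± 40.01 CPM and HAND2 at 759.4 ± 81.2 CPM (SD, n = 12). These genes were chosen after their values were seen.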
